A study of Homo sapiens with 6 samples. Its data were reported in "Sequence- and structure-selective mRNA m5C methylation by NSUN6 in animals" (2020).

How the data were processed

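RNA bisulfite sequencing of poly(A)-selected RNA was carried out on 6 fractions of a sucrose gradient from HEK293T cells, a human embryonic kidney cell line. Bisulfite treatment converts unmethylated cytosine so that it is read as T, while 5-methylcytosine (m5C) is still read as C. The fractions were, from light to dense, free RNA, RNA with the small ribosomal subunit, RNA with the large ribosomal subunit, monosomes, light polysomes (2 to 5 ribosomes) and heavy polysomes (more than 5 ribosomes). Each fraction was represented by 1 library, so there were no replicates, and the groups were taken from the sample labels.

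Per the methods of the study, the authors trimmed the reads with Cutadapt and Trimmomatic, mapped them with HISAT2 to the converted GRCh37 genome with Ensembl annotation, and mapped the remainder to the converted transcriptome with Bowtie2. Tool versions were not stated. The authors then removed reads with many unconverted cytosines, sites with a low share of reads passing that filter, and genes resistant to conversion. The deposited coverage column holds counts of reads with C or T at a site, not scaled for library size. The m5C level deposited by the authors is the fraction of those reads that carried C. It is not stated whether the counts were taken before or after the removal of reads with many unconverted cytosines. The P-value deposited by the authors is from a binomial test against the conversion rate of the gene, and it was used here only to describe the lists. The deposited lists hold only the sites called in that library. The lowest listed level was 10%, the lowest coverage was 20 reads, the fewest C reads were 5, and the largest P-value was 0.000242. A site missing from a list may have had too few reads or a level under the filter, and these cases are not distinguished in the lists. This truncation acts on every comparison below, because a site enters a comparison only where it was called. A site that fell below 10% in a library drops out of the comparisons with that library, so differences at low levels are seen in part. If the counts were taken after reads with many unconverted cytosines were removed, the strictness of that filter also affects the level. A read with several true m5C can be discarded by it.

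Numbers of C reads were recovered as level times coverage, which gave whole numbers at each of the 1222 listings. All 542 unique positions carried C on the listed strand of the GRCh37 reference, counting positions from 1. Sites were placed in transcripts of GENCODE 44 lifted to GRCh37 by Ensembl gene identifier, with the canonical transcript preferred, and 534 sites were in genes found there while 8 were not. The spliced sequence of 21 nt around each site, with 10 nt on either side, was read from the same genome and is given in DNA letters. Sites followed by UCCA in a transcript were called Type II and all others Type I, as in the study. Type I sites with at least 2 G among the next 3 bases were called G-rich, and the rest were called other.

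The tests, their samples and the alternatives were fixed before the data were examined, except where stated. For each site covered by 20 or more reads in 5 or more fractions, the fractions with the highest and the lowest level were recorded, with ties shared. The counts were set against 10000 seeded binomial draws in which a site had its pooled level in every fraction and each fraction kept its own coverage. Sites listed in both the free and the heavy polysome library were compared by a two-sided Fisher's exact test of C and T reads, with Benjamini-Hochberg adjustment and a threshold of 0.05. Such a test compares those libraries, not the conditions. The median difference was given with the order-statistic 95% interval of a median, which describes the spread over sites and not over cultures. A two-sided Cochran-Armitage trend over the order of the fractions was tested per site by the score test, or by 10000 resamples where an expected count was under 5. The median difference of a list of sites was given as its percentile among 10000 random lists of as many sites, matched on mean level in 5 classes. Single levels carry 95% Wilson intervals. Reads had no molecular identifiers, so intervals and tests cover counting error only. The sites named in the text were, by a rule set beforehand, up to 4 with the largest fall and up to 4 with the largest rise among the sites past the threshold whose level in the free library lay on the same side of both polysome libraries.

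The statistics were tested on simulated data. Fisher's exact test recovered 42.5% of 200 changed sites among 1000, and 2.30% of its calls were unchanged sites. The trend test recovered 56.2% of 80 changed sites among 400, with 4.26% of calls unchanged. At changed sites the level was halved in the second library, or fell evenly to that along the gradient. Simulated counts were not passed through the calling filter. The recovery therefore does not give the power for smaller differences in the deposited lists. For the share of sites highest in the free fraction, 98 of 100 simulated data sets of 79 sites without a change lay inside the drawn range. That check used fewer draws than the main test, and the share lowest in polysomes was not checked in this way. Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

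Depth was known only at the listed sites, and library totals were not used here. Summed coverage fell from 764521 reads in the free library to 50416 in the heavy polysome library, while the median coverage of a listed site was between 68 and 75 reads. At 68 reads, 3 reads correspond to 4.41% of the coverage, which is below the 10% filter. Alternatives were a coverage minimum of 50 reads, sites in all 6 fractions, a level shrunk by adding 1 C read and 2 reads in all, ties left out, reads drawn down to the lowest coverage of a site, other pairs of fractions, summed fractions, means in place of medians, and a threshold of 0.01. After the data were seen, draws passed through the calling filter, protein-coding genes alone and sites with a mean level of at least 30% were added, together with the count of sites highest in any of the free, small subunit and large subunit fractions.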

Results

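To ask whether m5C in mRNA is linked to translation, the study separated HEK293T lysate on a sucrose gradient and profiled poly(A)-selected RNA of 6 fractions by bisulfite sequencing, with 1 library per fraction and no replicates. The lists held 172 m5C sites in the free library, 199 in the small subunit library, 233 in the large subunit library, 177 in the monosome library, 216 in the light polysome library and 225 in the heavy polysome library. Together they held 542 unique sites in 501 genes. Reads at listed sites summed to 764521, 377637, 189137, 156825, 75927 and 50416 along the gradient. A few sites took a large share of these reads. The 5 sites with the highest coverage held 85.6% of them in the free library, 47.1% in the light polysome library and 36.3% in the heavy polysome library. Median coverage per listed site was similar, at 75 reads in the free library, 69 in the small subunit library and 68 in each of the other libraries.

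Of the 542 sites, 190 were Type II (35.1%) and 352 were Type I. Type II sites made up between 33.5% of the sites in the large subunit library and 40.3% in the light polysome library. By location, 260 sites lay in coding sequence (CDS), 146 in 3′ UTRs, 57 in 5′ UTRs and 65 in noncoding exons, 1 was intronic, 5 lay outside the annotated span of their gene, and 8 were in genes not matched in the annotation and were not placed. CDS held 60.0% of Type II and 41.5% of Type I sites, and 5′ UTRs held 6.32% and 12.8%. Sites not assigned to an annotated protein-coding gene, unmatched genes included, were most frequent in the free library (47 of 172, 27.3%) and least frequent in the heavy polysome library (8 of 225, 3.56%).

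The lists overlapped in part. In all, 268 sites (49.4%) were listed in 1 library alone and 31 in all 6. For pairs of libraries, between 14.7% (free and heavy polysome) and 43.9% (large subunit and monosome) of the sites listed in either were listed in both. Because a list holds called sites alone, an absent site was not necessarily unmethylated.

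The first comparison asked in which fraction each site had its highest level. It rested on 79 sites covered by 20 or more reads in 5 or more fractions, of which 45 were Type I and 34 Type II, and 29 of them were not listed in the free library. With ties shared, 13.5 sites (17.1%) were highest in the free library. Draws with 1 level per site gave 12.4% on average and a central 95% range of 6.33% to 19.0%, so the observed share was within counting noise. With at least 50 reads in at least 5 fractions the share was 13.3%, against 13.6% in the draws. The small subunit library held the highest level of 25 sites (31.6%), above the range of 10.1% to 26.6%. The free, small subunit and large subunit libraries together held 47 of the highest levels (59.5%), which lay at the upper end of the drawn range of 38.0% to 59.5% without passing it. Both polysome libraries together held 15.5 (19.6%), below their range of 22.2% to 41.8%.

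**Figure D1:**
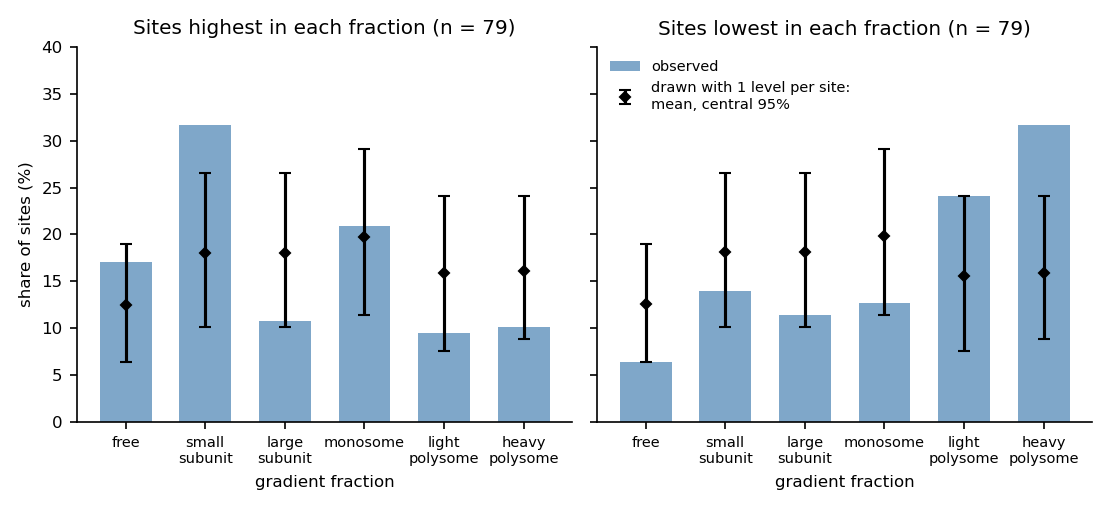
Share of the 79 sites (y axis, percent) with their highest level (left) or lowest level (right) in each gradient fraction (x axis). Bars are observed shares, and diamonds with bars are the mean and central 95% range of 10000 draws with 1 level per site; highest levels in the small subunit library and lowest levels in the heavy polysome library, 31.6% each, lie above their ranges.

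The lowest levels fell mainly in polysomes. Of the same 79 sites, 25 (31.6%) were lowest in the heavy polysome library and 19 (24.1%) in the light polysome library. The 44 sites together (55.7%) compared with 31.4% in the draws, whose range was 21.5% to 41.8%, and 0 of the 10000 draws reached the observed number. The share lowest in polysomes was between 52.8% and 64.5% under the alternatives and remained above the drawn range in each.

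Levels at the same sites were then compared between the ends of the gradient. The free and heavy polysome libraries shared 51 sites, with a median coverage of 109 reads in the free and 209 in the heavy polysome library. The level was higher in the free library at 37 of them and lower at 14. The median difference, free minus heavy polysome, was 2.42 percentage points (95% interval over sites 0.931 to 4.98). Weighting the sites by coverage changed its sign, to -7.77 percentage points, and the mitochondrial site described below held 50.7% of the reads concerned. By Fisher's exact test, 8 of the 51 sites differed at an adjusted p under 0.05, 7 higher and 1 lower in the free library. Summing reads of the free, small subunit and large subunit libraries against both polysome libraries raised the number to 26 of 178 sites, 20 higher and 6 lower before the polysomes.

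**Figure D2:**
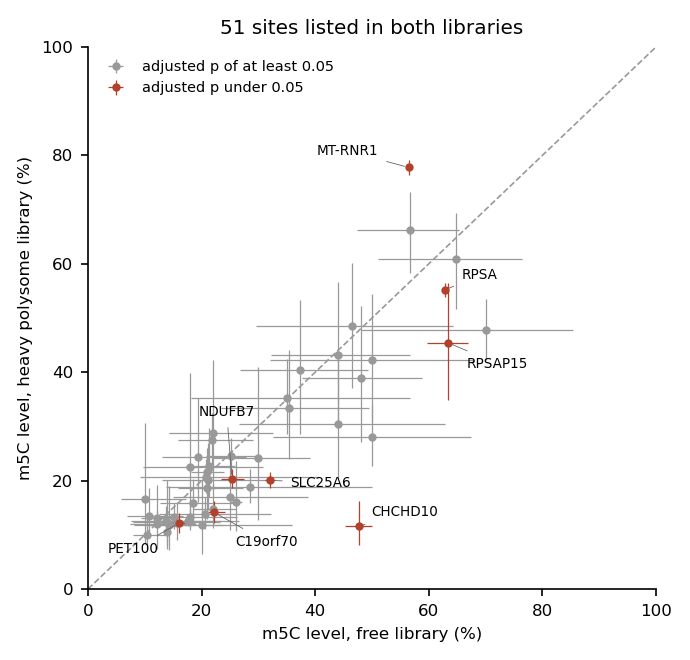
m5C level in the free library (x axis, percent) against the heavy polysome library (y axis, percent) for the 51 sites listed in both, with 95% Wilson intervals. The dashed line marks equal levels; 37 sites lie below it, and the 8 sites with a gene name have an adjusted p under 0.05 by Fisher's exact test.

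Applied to all 15 pairs of libraries, the same comparison separated polysomes from the rest by median difference. Among the 6 pairs of free, small subunit, large subunit and monosome libraries, median differences were between -0.221 and 0.569 percentage points, and all 6 intervals held 0. For the 8 pairs that set a lighter fraction against a polysome library, the median was positive in all 8, between 0.942 and 3.10 percentage points, and 7 of the intervals lay above 0. The exception was the large subunit against the light polysome library (0.942, interval -0.261 to 3.45). The 8 pairs reuse the same polysome libraries, so they are not independent, and low levels in those libraries alone would make all 8 positive. Light and heavy polysome libraries, which shared 132 sites, differed by a median of 0.551 percentage points (interval -0.837 to 2.38). The monosome library differed from the heavy polysome library by Fisher's exact test at 18 of 90 sites, 16 higher and 2 lower in the monosome library. By the share of sites called, the pairs were not cleanly separated. The free and monosome libraries differed at 7 of 74 sites (9.46%), 2 higher and 5 lower in the free library. The monosome and light polysome libraries differed at 9 of 105 (8.57%), 8 higher and 1 lower in the monosome library. In the other pairs of lighter fractions the share was at most 4.50%.

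**Figure D3:**
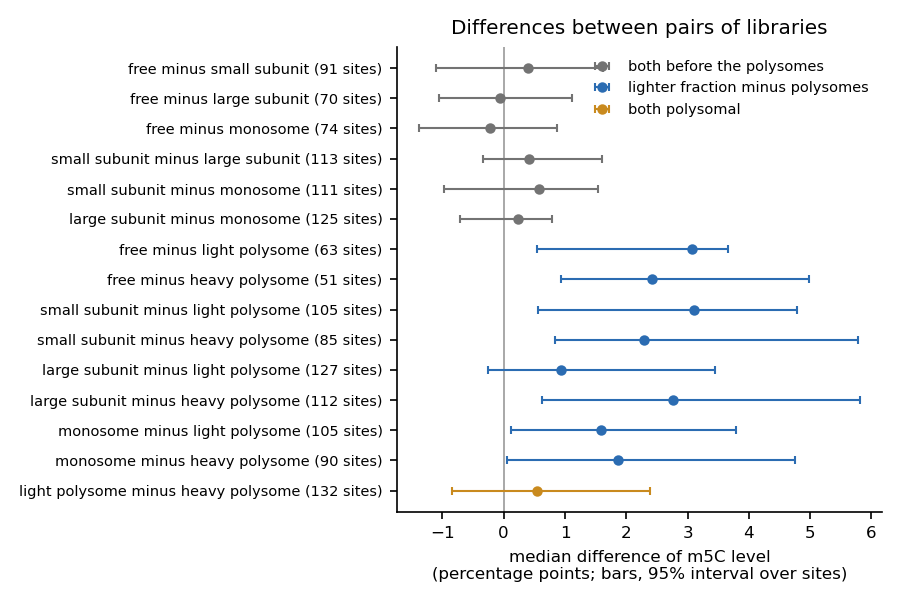
Median difference of the m5C level between pairs of libraries (x axis, percentage points), with the 95% interval over the shared sites, for the 15 pairs (y axis, with the number of shared sites). Pairs of lighter fractions lie between -0.221 and 0.569, pairs of a lighter fraction and a polysome library lie between 0.942 and 3.10, and the pair of polysome libraries lies at 0.551.

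In the 31 sites listed in all 6 libraries, the median level was 25.1% in the free library (95% interval over sites 20.8% to 37.3%), 29.0% in the small subunit library, 27.4% in the large subunit library, 26.2% in the monosome library, 22.3% in the light polysome library and 21.6% in the heavy polysome library (15.8% to 30.5%). The intervals overlapped, so the medians alone did not separate the fractions. These intervals ignore that the same sites were measured in every fraction, which the paired differences above take into account. Pooling the reads of these sites gave 49.3% (Wilson interval 49.2% to 49.5%) in the free and 32.2% (31.7% to 32.7%) in the heavy polysome library. Pooled values were set by a few sites with many reads, and without the mitochondrial site they were 40.6% and 26.0%. Of the reads then left, RPSA held 78676 of 160955 in the free library and 5522 of 25227 in the heavy polysome library. Its levels there were 62.9% and 55.2%, so part of the remaining gap reflects which sites held the reads. Over every site listed in a library the medians were 19.2%, 16.9%, 16.7%, 17.5%, 19.0% and 17.9% along the gradient, so the small subunit, large subunit and monosome libraries were below both polysome libraries; those lists differ in their sites.

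**Figure D4:**
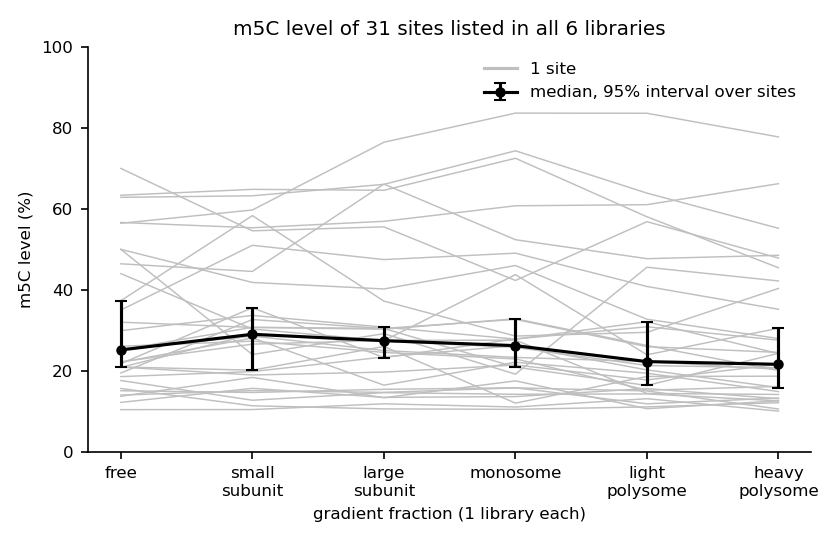
m5C level (y axis, percent) of the 31 sites listed in all 6 libraries along the gradient (x axis). Each grey line is 1 site, and black points are medians with the 95% interval over sites, from 25.1% in the free to 21.6% in the heavy polysome library.

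A trend over the order of the fractions was found at 25 of the 79 sites (adjusted p under 0.05), and the level fell towards heavy polysomes at 19 and rose at 6. The falling sites were 13 Type I and 6 Type II, and the rising sites were 1 Type I and 5 Type II. Among sites listed in all 6 libraries the number was 11 of 31, 8 falling and 3 rising. A trend weighs fractions by their reads, so a site can be called as rising although it was lower in heavy polysomes than in free RNA. This was the case at RPSA, singled out after its values were seen, with 62.9% in the free library, 74.3% in the monosome library and 55.2% in the heavy polysome library.

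The difference between free and heavy polysome libraries was compared between site types and locations. The median difference was 3.67 percentage points for the 26 Type II sites and 1.54 for the 25 Type I sites. The Type II median stood at percentile 76.3 of the random lists matched on level, so this difference did not tell the types apart. The sign of their difference changed when reads were summed over the fractions on either side, to -0.189 percentage points at percentile 32.6. Summing also changed the sites compared, to 71 Type II and 107 Type I. For 24 CDS sites the median was 4.81 percentage points (percentile 91.4), and for 22 sites in 3′ UTRs it was 0.849 (percentile 4.33). Neither list lay outside the central 95% of the random lists. With 1 site in a 5′ UTR shared by both libraries, that location was not compared.

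Of the 8 sites past the threshold, 6 met the naming rule and 5 are described, with positions on GRCh37. SLC25A6 (ENSG00000169100) carried a Type II site at position 1510840 of chromosome X, minus strand, in the CDS of exon 1, in the context CCGCCGCCATCTCCAAGACGG. Its level was 32.0% in the free library (Wilson interval 31.2% to 32.8%, 11778 reads) and 32.8% in the monosome library (31.9% to 33.8%), against 26.2% in the light polysome library (24.8% to 27.8%) and 20.1% in the heavy polysome library (18.6% to 21.6%, 2871 reads). The fall from free to heavy polysome was 11.9 percentage points (Fisher's exact test, adjusted p = 1.08e-36). C19orf70 (ENSG00000174917) carried a Type II site at position 5678604 of chromosome 19, minus strand, in the CDS of exon 4, in the context CCCGCGAGTACTCCAAGGAGG. Its level was 22.2% in the free library (20.5% to 24.1%, 2097 reads), 27.6% in the monosome library and 14.1% in the heavy polysome library (12.2% to 16.3%, 1103 reads), a difference of 8.08 percentage points (Fisher's exact test, adjusted p = 2.72e-07).

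NDUFB7 (ENSG00000099795) carried a Type I site at position 14677651 of chromosome 19, minus strand, in the CDS of exon 2, in the context TGCTCAAGTGCAAGCGTGACA. It fell by less, from 25.3% (23.4% to 27.4%, 1752 reads) to 20.4% (18.7% to 22.2%, 2004 reads), with an adjusted p of 0.00239 by Fisher's exact test. RPSAP15 (ENSG00000237506), a processed pseudogene, carried a Type II site at position 86958997 of chromosome X, minus strand, in exon 1, in the context GTGTTATATCCTCCAGGAATA. It fell from 63.4% (59.7% to 66.9%, 677 reads) to 45.5% (34.8% to 56.5%, 77 reads; Fisher's exact test, adjusted p = 0.0209). The RPSA site at position 39450197 of chromosome 3, plus strand, has the same 21 nt, so the RPSAP15 value is uncertain.

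Against these, MT-RNR1 (ENSG00000211459), the mitochondrial 12S rRNA gene, carried a Type I site at position 1488 of the mitochondrial genome, plus strand, nucleotide 841 of the gene, in the context ACACACCGCCCGTCACCCTCC. Its level was 56.4% in the free library (56.2% to 56.7%, 198440 reads), 59.7% in the small subunit library, 76.5% in the large subunit library, 83.7% in the monosome library (83.0% to 84.3%, 11494 reads), 83.6% in the light polysome library and 77.8% in the heavy polysome library (76.4% to 79.1%, 3407 reads). The difference, free minus heavy polysome, was -21.3 percentage points, and it was the sole rise past the threshold among the 51 sites.

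**Figure D5:**
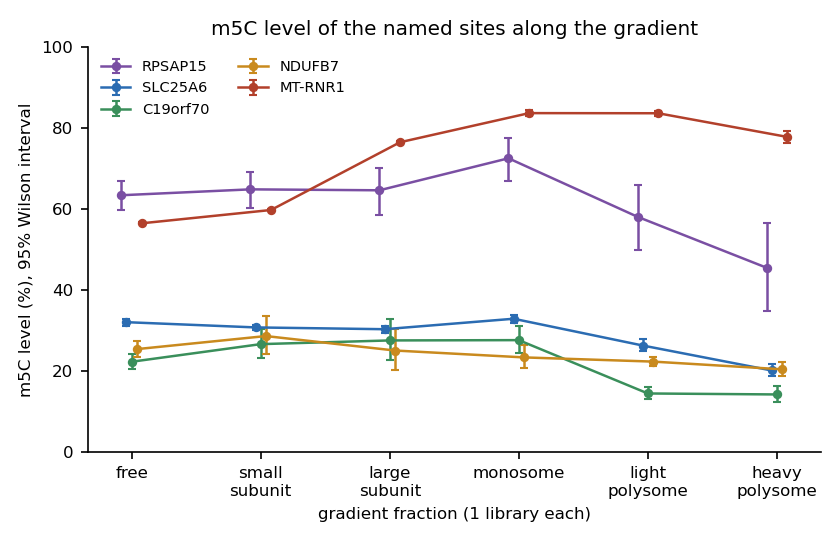
m5C level (y axis, percent) of the 5 named sites along the gradient (x axis), with 95% Wilson intervals. MT-RNR1 rises from 56.4% to 83.7% in the monosome library, while SLC25A6, C19orf70, NDUFB7 and RPSAP15 are lower in the heavy polysome than in the free library.

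CHCHD10 had the largest difference of the 51 sites but was not listed in the light polysome library, so the rule did not name it, and it was singled out after its values were seen. Its site at position 24110055 of chromosome 22, minus strand, in the CDS of exon 1 (Type I, context CACCATGCCTCGGGGAAGCCG) was methylated at 47.6% in the free library (45.2% to 50.1%, 1629 reads), 54.5% in the monosome library (48.2% to 60.6%, 246 reads) and 11.6% in the heavy polysome library (8.13% to 16.2%, 242 reads).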

Values the study reported

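For its polysome gradient the study plotted 154 Type I and 106 Type II m5C sites that passed its coverage filter.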

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

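The tests in this part were chosen after the patterns had been seen. A signal outside the comparisons of the report was the RPS26 site at position 56437217 of chromosome 12 (plus strand, CDS of exon 3, Type I, context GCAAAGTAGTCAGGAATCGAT), the site with the highest coverage among those listed in 1 library alone. In the large subunit library its level was 10.1% (Wilson interval 9.03% to 11.3%, 2762 reads), where 3 reads would be 0.109%. The lower bound of 9.03% lies under the lowest listed level of 10%, so the site may be listed in this library and not in others because its level sits at the filter. Reads of RPS26 copies may also contribute, as the 21-nt window has 23 other exact matches in the genome, and 28 once converted. A conversion-resistant stretch was not told apart from these, since 0 other sites of the gene were listed but the authors had removed resistant genes. No biological explanation was tested, and both the filter and the copies remain.

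Also outside the paired comparisons stood the 268 sites listed in 1 library alone. Their median level was 14.0%, against 24.3% over listings of sites in at least 5 libraries, and 203 of the 268 had a level under 20%. Their median coverage was 45 reads, against 145. Both values are consistent with a calling filter that a site passes in some libraries and misses in others, and they give no ground to read these sites as methylated in a single fraction. A level of at least 50% was found at 14 of them, for which the filter on level is a less direct explanation, though coverage in the other libraries is unknown. Some lie in processed pseudogenes, such as RPS2P1 (70.4%, 54 reads in the free library), where reads of gene copies may contribute. Others lie in protein-coding genes, such as KREMEN2 (82.4%, 34 reads in the heavy polysome library). Reads of copies were not tested at these sites.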

How the results depend on the processing

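Across 77 alternatives for the results that answer a comparison, 58 were counted as the same. These kept their direction and their side of the threshold, or stayed within the interval. Counts of differing sites and of sites with a trend were instead required to stay within a fixed factor of the main count. The share of sites lowest in a polysome fraction was above the drawn range in all 7 alternatives computed for it, of which leaving out ties removed no site. The median difference between free and heavy polysome libraries stayed positive in 7 of the 8 alternatives computed for it, between 1.87 and 3.84 percentage points. With sites of a mean level of at least 30% it was 3.84, but over 15 sites and with an interval of -2.10 to 13.5 that held 0.

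Results that reversed were these. The share highest in the free fraction passed from above to below its drawn mean with at least 50 reads in at least 5 fractions (13.3% against 13.6%), and in no alternative computed for it did it leave the drawn range. The coverage-weighted mean difference was -7.77 percentage points, and without MT-RNR1 it was 6.21, so that site set the sign. Type II minus Type I was -0.189 percentage points with summed fractions, over 71 and 107 sites in place of 26 and 25, and the cause was not tested.

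For the count of sites differing between free and heavy polysome (8), summed fractions gave 26 and monosome against heavy polysome gave 18, with more sites tested (178 and 90 against 51). Sites with a mean level of at least 30% gave 3. Sites with a trend numbered 25, and 11 when listed in all 6 libraries, where 31 sites were tested against 79. The share highest in the free, small subunit and large subunit fractions together (59.5%) passed the upper end of its range when draws went through the calling filter (59.5% against 57.0%) and for protein-coding genes alone (61.1% against 60.4%); the cause was not tested.

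Median levels moved outside their intervals over every site listed in a fraction, to 19.2% (free), 16.9% (small subunit), 16.7% (large subunit) and 17.5% (monosome). The light and heavy polysome medians were 19.0% and 17.9%, so the free library stayed above both, while the other 3 lighter libraries were below both, over lists that differ in their sites. Pooled reads gave 49.3%, 50.0%, 53.7%, 48.9%, 44.3% and 32.2% along the gradient. Among 20 alternatives for the 5 named sites, 18 kept direction and call and 2 were weaker. Both weaker results had the light in place of the heavy polysome library: RPSAP15 (5.33 percentage points) and NDUFB7 (3.08). A higher coverage minimum or a subset of sites left the reads of a named site as they were. In those alternatives the direction was fixed, and only the adjusted p could change.

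Alternatives with at least 10 reads, or with a level of at least 0.1 in at least 1 fraction, were not run, because the lists hold no site under 20 reads or 10%. The 5′ UTR comparison had 1 site and gave no value. No paired analysis was possible because each fraction had 1 library. The calling filter and the depth together limited the site lists to 31 sites called in all 6 libraries, and their parts were not separated.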

Other observations

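The tests in this part were chosen after the patterns they bear on had been seen. The sites here that reached 20 reads in 5 or more fractions numbered 45 Type I and 34 Type II. Both are lower than the values quoted from the study above. The lists used here hold called sites alone, and coverage of uncalled sites was not used here.

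Lower levels in heavy polysomes than in free RNA, by a median of 2.42 percentage points, were weighed against technical explanations. In draws without any change that were passed through the calling filter at the coverage of each library, 0 of 10000 gave a median as large, and their range was -0.440 to 0.971. Leaving out the 11 sites whose 21-nt window has another exact match in the genome gave 2.50 (interval 0.111 to 6.80, 40 sites), so exact copies did not account for it, while copies with mismatches were not tested. Swapped labels were not borne out, since 3.56% of heavy polysome sites and 27.3% of free sites were not assigned to annotated protein-coding genes. Incomplete conversion of the free library alone would have raised it above the other lighter fractions, and its median difference from the small subunit, large subunit and monosome libraries was at most 0.390, with intervals that held 0. Less complete conversion in all lighter fractions than in polysomes was not excluded. Across sites, which are not independent replicates, Spearman's rho of mean level and difference was 0.152, and 5197 of 10000 draws with 3.01% of unmethylated reads left unconverted in the free library gave a rho as high. Of the 15 pairs of libraries, 4 had a median difference as large, the pair under test included, and the 3 others also set a lighter fraction against a polysome library. Without replicates the pattern cannot be told apart from differences between library preparations or from uneven conversion. As a hypothesis, m5C may be less frequent in mRNA copies that carry several ribosomes, with the difference arising between monosomes and polysomes and not between free RNA and monosomes. That placing rests on median differences. By Fisher's exact test, 7 of 74 sites differed between the free and monosome libraries, 2 higher and 5 lower in the free library.

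The MT-RNR1 site had a level 27.2 percentage points higher in the monosome than in the free library, and free minus monosome was a median of -0.0423 over the coding sites shared by these libraries. A difference in conversion between the libraries would have moved other sites too, and their median difference was -0.217 percentage points (73 sites), although 3 of the 73 moved by at least as much in either direction. From free to monosome, MAPK3 fell from 70.0% (20 reads) to 42.3% and NUDT3 from 50.0% (26 reads) to 19.1%. The pseudogene site RP11-182B22.2 rose from 59.2% to 91.7% (24 reads in the monosome library). Counting error was too small, as the Wilson intervals were 26.3 percentage points apart. Nuclear copies of the gene remain possible contributors, since a converted 51-nt window around the site has 2 exact matches on nuclear chromosomes. A candidate explanation is that 12S rRNA in assembled mitochondrial ribosomes carries more m5C than 12S rRNA outside them. It assumes that these ribosomes sediment with the denser fractions, which was not tested. The level rose at 3 of the 5 steps between neighbouring fractions, but the site was singled out for that rise, so the count does not decide the question.

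RPSA and its pseudogene RPSAP15 both had their highest level in the monosome library (74.3% and 72.5%) and their lowest in the heavy polysome library (55.2% and 45.5%). They differed elsewhere: from the free to the light polysome library RPSA went from 62.9% to 63.9% and RPSAP15 from 63.4% to 58.0%, and the trend over the fractions was called as rising at RPSA and not called at RPSAP15. The 21-nt windows of both sites differ at 0 bases, so reads of RPSA could be assigned to the pseudogene, but the levels do not show that they were. Of the 542 sites, 30 share their window with another listed site, and 20 of these lie outside protein-coding genes. Reads of such sites could be assigned to either copy.

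Other-class sites, neither UCCA nor G-rich, made up 29.7% of the free library and between 18.2% and 21.5% of the other libraries. Without sites within 10 nt of an annotated transcription start the free share was 28.0%, and within protein-coding genes it was 24.8%, against at most 21.4% elsewhere. Noncoding genes may thus account for part of the excess, and uneven conversion was not tested for the rest.

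Longer coding sequences could hold more ribosomes, which would move their reads towards heavy polysomes. Across 47 genes, Spearman's rho of CDS length and the log2 ratio of free to heavy polysome coverage was -0.157, which stood at percentile 14.8 of 10000 shuffles. The direction was the one this idea gives, but the relation was not distinct from shuffled genes.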
